A study of Homo sapiens with 11 samples. Its data were reported in "Metabolic alterations mediated by STAT3 promotes drug persistence in CML" (2021).

How the data were processed

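Bulk RNA sequencing was performed on K562, an established human line from chronic myeloid leukemia (CML) that carries the BCR-ABL fusion kinase. The labels placed 11 libraries in 4 groups. Parental cells, called sensitive K562, gave 3 untreated libraries and 2 libraries from cultures given 1 µM LLL12, a small molecule that blocks STAT3 phosphorylation. A resistant derivative kept in 1 µM imatinib, the kinase inhibitor used against BCR-ABL, gave 3 libraries, and the same derivative given 1 µM LLL12 gave another 3. The labels name imatinib for the untreated resistant libraries and only LLL12 for the treated ones. They state neither how long LLL12 was present nor whether imatinib stayed in the medium during that treatment. RNA came from a column kit and libraries from the tagmentation-based Nextera XT chemistry, which does not mark strand, so reads of overlapping or antisense genes cannot be told apart.

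The authors aligned paired reads to hg38 with STAR 2.6.1d in Partek 8.0, as the submitters' processing notes and the methods of the study state, and quantified them on a transcript annotation. The deposited table holds expected counts per gene, not scaled to depth, for 28665 genes with Ensembl identifiers, and 48.6% of its values are whole numbers (tested as exactly equal to their rounded value). The methods name a RefSeq annotation, whereas 99.5% of the identifiers in the table occur in the GENCODE annotation, with the same start for 89.5% of genes. Coordinates are given below as in the table, on hg38, after 1 base was subtracted from each end, which then equalled the GENCODE end for 89.6% of genes. In 2 gene symbols a spreadsheet date had replaced the name. How fragments shared between near-identical genes were divided is not given in the sources used here.

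Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's default expression filter per group (20454 tested) and libraries were scaled with TMM factors, which ran from 0.757 to 1.16. A quasi-likelihood model with 1 coefficient per group was fitted to all 11 libraries together, so that the pair of sensitive LLL12 libraries shared the spread estimated from every group; the common dispersion was 0.0689, a biological coefficient of variation of 0.263. Contrasts were tested two-sided and p-values were adjusted by the Benjamini-Hochberg method, with calls made at an adjusted p of 0.05. Log2 fold changes are given ± their standard error (SE), and expression as TMM-scaled counts per 1e6 (CPM) with the mean ± SD over the libraries of a group, on 3 libraries except for the sensitive LLL12 group with 2. The comparisons were resistant against sensitive K562, LLL12 against no LLL12 in resistant and in sensitive cells, the difference between those LLL12 effects (the interaction term), and LLL12-treated resistant against untreated sensitive cells. Genes called in opposite directions by the first and second of these were counted as reversed.

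The models, the comparisons, 37 gene lists of textbook pathway and lineage membership, and the rule for naming genes were fixed before the data were examined. Per main comparison the rule took the 10 most raised and 10 most lowered called genes with a mean of at least 5 CPM in the higher group and libraries that did not overlap, a set of 18 signaling and metabolic genes whatever their values, and up to 4 members of each list by adjusted p. For the interaction it took 5 genes per direction. Each list was tested with camera (limma 3.58.1, preset inter-gene correlation 0.01, log2 CPM with a prior count of 2) and the adjustment was made over the 37 lists of a comparison. The preset correlation was lenient in these data, since other splits of the same libraries into equal groups called as many as 15 lists. For that reason the adjusted p with a correlation estimated from the residuals is printed beside each list call that it ended. Counts of list members are given over all genes tested and adjusted over the list alone.

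Total counts per library ranged from 2313556 to 40549307, and the shallowest library was sensitive LLL12 replicate 1. For a gene without counts in a whole group, 3 counts over the group served as the floor, which equals 0.0414 CPM in sensitive, 0.0265 in resistant, 0.0993 in sensitive LLL12 and 0.0299 in resistant LLL12 cells, and the fold change is printed as a lower bound against it. For genes with 1 to 3 counts in a group, the ratio of pooled CPM is printed with its exact 95% interval. Such bounds and intervals cover counting error only. Nothing in the labels says that replicates came from separate cultures, so the p-values measure the spread between these samples, which may be technical. Replicates of each group differed by more than sampling noise (chi-square over degrees of freedom of 7.31 or more), so none was counted as a repeat deposit.

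On simulated counts with known changes, drawn from the real means and library sizes, the model recovered 90% of 4-fold and 21% of 2-fold changes for resistant against sensitive cells, 95% and 22% for LLL12 in resistant cells, 78% and 8% for LLL12 in sensitive cells, 35% and 1% for the interaction, and 93% and 19% for LLL12-treated resistant against sensitive cells. False calls numbered 7 among 19642 unchanged genes in the first of these, 6 of 19646 in the second, 2 of 19687 in the third, and 2 and 3 of 19646 in the last of them. With a GC trend added to sensitive LLL12 replicate 1, recovery for LLL12 in sensitive cells was 69% and 6%, with 8 false calls among 19636 unchanged genes. After GC correction of those counts it was 72% and 4%, with 0 false calls.

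Same-numbered sensitive and resistant libraries deviated together from their group means, with correlations across genes of 0.110, 0.214 and 0.355 for the 3 pairs. The replicate number was also fitted as a block, in every comparison. This pairing comes from the data, since no label ties equal numbers to a shared day or batch. Sensitive replicate 2 correlated better with a resistant library of another number. Deviations of sensitive and resistant replicate 3 from the mean of all libraries both followed GC content (Spearman correlations across genes of -0.737 and -0.659). Alternatives fixed beforehand were DESeq2 1.42 size factors, total counts alone, the DESeq2 Wald test, no expression filter, a filter of 5 CPM in 3 libraries, a fit of the compared groups alone, the block, stricter thresholds, an estimated correlation and fry for the lists, and the omission of each library in turn. Alternatives added after the data had been seen were a correction for GC content and transcript length (a spline with 5 degrees of freedom per library, with a GC value for 99.6% of tested genes), the block together with that correction, the omission of both libraries whose composition or depth stood apart, the removal of rRNA genes and the thinning of every library to the smallest total. Scaling by total counts alone shifted the median log2 fold change of all genes by 0.247 for resistant against sensitive cells, 0.228 for LLL12 in sensitive cells, -0.216 for the interaction and 0.274 for LLL12-treated resistant against sensitive cells, and the changes reported are relative to the TMM scale. Tables and plots were made with Python 3.11.15 and matplotlib 3.10.9.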

Results

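Gene expression was measured by bulk RNA sequencing in K562, a cultured line from chronic myeloid leukemia that grows on the BCR-ABL kinase and stops growing when imatinib (IM) blocks it. Libraries came from IM-sensitive K562 (n = 3) and from a resistant derivative maintained in 1 µM IM (n = 3). Others came from each after exposure to 1 µM LLL12, a STAT3 inhibitor (n = 2 sensitive, n = 3 resistant). Sensitive libraries held 25012026, 22425900 and 35310024 counts and resistant libraries 37430696, 31114798 and 40549307. LLL12-treated sensitive cells gave 2313556 and 28291146 counts, and LLL12-treated resistant cells 27496124, 31836701 and 35729758. Principal component analysis placed 50.1% of the variance on the first component and 26.3% on the second. The shallow replicate 1 of sensitive cells with LLL12 lay apart from all others.

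**Figure D1:**
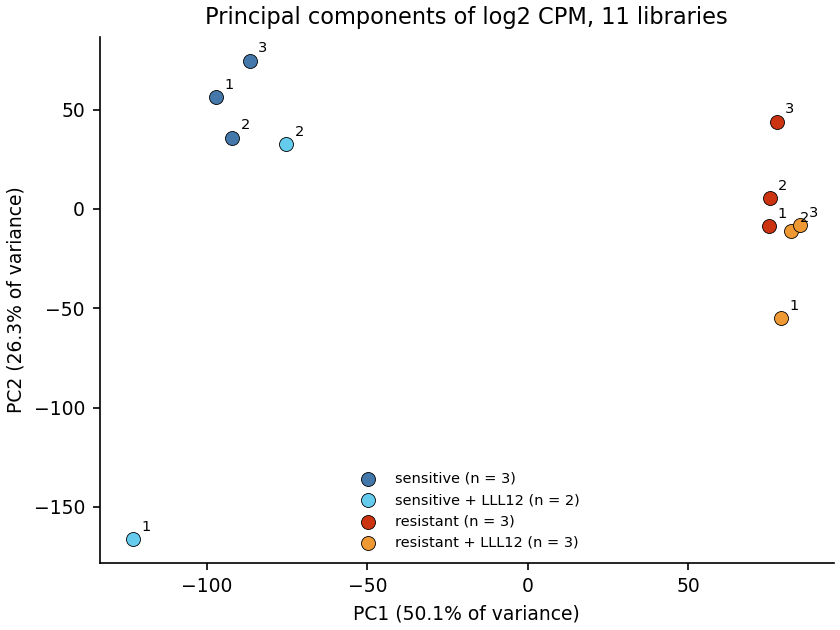
Principal component analysis of 11 K562 libraries, with the share of variance on each axis (50.1% and 26.3%); each point is a library, with color for cell type and treatment. Replicate 1 of LLL12-treated sensitive K562 lay far from its partner on the second component.

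In IM-resistant K562, STAT3 was higher and PIM1, SOCS3 and BCL2L1 were lower than in sensitive cells, while STAT3 targets as a list were divided, 7 higher and 6 lower of 23 (camera adjusted p = 0.845). STAT3 transcripts rose from 68.4 ± 6.36 to 114 ± 15.1 CPM (log2 fold change 0.74 ± 0.18, adjusted p = 0.00857). All adjusted p of single genes came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, here with n = 3 v 3. PIM1, which encodes a survival kinase induced by STAT3 and STAT5, fell from 137 ± 15.1 to 29.6 ± 2.97 CPM (-2.22 ± 0.19, adjusted p = 3.94e-06). SOCS3, which encodes a feedback inhibitor of cytokine signaling, fell from 6.99 ± 0.904 to 1.47 ± 0.103 CPM (-2.25 ± 0.20, adjusted p = 5.87e-06). The gene for the anti-apoptotic protein BCL-XL, BCL2L1, fell from 143 ± 30.03 to 51.9 ± 7.43 CPM (-1.46 ± 0.22, adjusted p = 3.67e-04). ABCB1, which encodes the P-glycoprotein efflux pump, was lower in resistant cells, at 2.20 ± 0.555 against 13.4 ± 0.988 CPM (-2.61 ± 0.23, adjusted p = 5.14e-06).

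Transcripts of STAT5A (0.25 ± 0.29, adjusted p = 0.580), STAT5B (-0.01 ± 0.19, adjusted p = 0.988) and ABL1 (0.22 ± 0.24, adjusted p = 0.545) did not pass the test. Each of these 3 changed sign in other settings. The genes lie on hg38 at 17:42313324-42388568 (STAT3, ENSG00000168610), 6:37170152-37175428 (PIM1, ENSG00000137193), 17:78356778-78360077 (SOCS3, ENSG00000184557) and 7:87503017-87713323 (ABCB1, ENSG00000085563).

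MYC, a growth regulator downstream of BCR-ABL, fell from 195 ± 49.9 to 97.6 ± 9.58 CPM (-1.002 ± 0.27, adjusted p = 0.0154). The MYC call was lost without sensitive replicate 1, sensitive replicate 2 or resistant replicate 3 (adjusted p = 0.0768, 0.0616 and 0.0761). It was also lost with total counts alone (-0.74, adjusted p = 0.0884), with the filter of 5 CPM (adjusted p = 0.0536) and after thinning (adjusted p = 0.0924). BCR rose (0.94 ± 0.30, adjusted p = 0.0329). Without sensitive replicate 1, sensitive replicate 3, resistant replicate 1 or resistant replicate 2 the BCR call ended (adjusted p = 0.108, 0.116, 0.134 and 0.0617). CPT1A, which encodes the enzyme that admits fatty acids to mitochondria, rose as well (0.97 ± 0.31, adjusted p = 0.0376). That call ended without sensitive replicate 1, 2 or 3 (adjusted p = 0.103, 0.0738 and 0.0893) and without resistant replicate 1 or 2 (adjusted p = 0.0692 and 0.134). It ended too without both doubted libraries (adjusted p = 0.0706) and with the block and GC correction together (adjusted p = 0.0521). Its paralog CPT1B gave 0.65 ± 0.42, adjusted p = 0.283.

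The widest differences were close to presence against absence. GIMAP6, a GTPase gene of lymphocyte survival, had 7529 counts in resistant and 0 in sensitive libraries (at least 1605-fold higher, ENSG00000133561, 7:150625375-150632648). ERG, a transcription factor gene of blood stem cells and megakaryocytes, stood at 43.7 ± 2.21 CPM in resistant cells (ratio 3178, 95% CI 570 to 125563). CSF2RB, which encodes the shared receptor chain for interleukin-3 and GM-CSF, was at least 184-fold higher. The smooth muscle actin gene ACTA2 was at least 306-fold higher, the glutamate transporter gene SLC1A3 at least 268-fold and the metalloprotease gene ADAM28 at least 126-fold. SNCAIP, OIT3 and GLYATL2 were at least 326-fold, at least 274-fold and at least 228-fold higher, and TMEM40 was higher by a ratio of 2400, 95% CI 430 to 94804.

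Genes nearly silent in resistant K562 included a cell-cycle regulator and a linker histone. CCND2, which encodes cyclin D2, dropped from 332 ± 41.6 to 0.187 ± 0.0676 CPM (-10.77 ± 0.41, adjusted p = 2.09e-08, ENSG00000118971, 12:4273762-4305353). The linker histone gene H1-5 fell from 92.9 ± 31.0 to 0.0371 ± 0.0215 CPM (-11.19 ± 0.51, adjusted p = 3.70e-08). The GABA receptor subunit gene GABRA2 was at least 1836-fold lower (ENSG00000151834, 4:46248427-46475230). The serotonin receptor gene HTR1F was at least 332-fold lower and the procollagen peptidase gene ADAMTS14 at least 280-fold lower. SOX5, which encodes a developmental transcription factor, was lower by a ratio of 6237, 95% CI 1119 to 246421. TMEM273 was lower by a ratio of 2755, 95% CI 942 to 13365, and APOL4 by a ratio of 2029, 95% CI 694 to 9843. OR51B4, at least 839-fold lower, is an olfactory receptor gene near the beta-globin cluster, and without strand its reads are not separated from those of overlapping transcripts.

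Across the transcriptome, 3011 genes were higher and 2642 lower in resistant K562 (5653 genes, 27.6% of those tested), of which 4126 changed at least 2-fold. With total counts alone 4012 were higher and 1804 lower, and with GC correction 3980 and 4354, so which direction held more genes depended on the setting. The number called was 3340 with the filter of 5 CPM, 3444 at an adjusted p of 0.01, 2540 after thinning to the smallest library, and 8730 with the block and GC correction together.

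Both pyruvate kinase genes were higher in resistant K562. PKM, which encodes the pyruvate kinase of proliferating cells and muscle, rose from 393 ± 62.8 to 1453 ± 281 CPM (1.89 ± 0.28, adjusted p = 3.29e-04, ENSG00000067225, 15:72199029-72231822). PKLR, the red cell and liver form, rose from 45.4 ± 3.37 to 148 ± 19.97 CPM (1.70 ± 0.20, adjusted p = 6.08e-05, ENSG00000143627, 1:155289293-155301438). The enolase genes ENO2 (3.39 ± 0.19, adjusted p = 1.68e-07) and ENO3 (2.003 ± 0.20, adjusted p = 1.56e-05) rose too. Of 26 glycolysis and glucose transport genes 6 were higher and 3 lower, and as many when adjusted over the list alone. The list did not pass (median -0.05 but mean 0.31, camera adjusted p = 0.761). Gene counts do not separate the M1 and M2 splice forms of PKM.

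Hexokinase, lactate dehydrogenase and citrate synthase genes did not pass in the planned model. HK1 gave -0.21 ± 0.21, adjusted p = 0.505 and HK2 -0.08 ± 0.18, adjusted p = 0.785. LDHA stood at 1903 ± 248 CPM in sensitive and 1172 ± 169 in resistant cells (-0.70 ± 0.28, adjusted p = 0.0863), and CS at 225 ± 31.6 and 151 ± 16.6 CPM (-0.57 ± 0.21, adjusted p = 0.0640). With the replicate block, LDHA (-0.71, adjusted p = 0.0395) and CS (-0.57, adjusted p = 0.0299) were called lower. GC correction also called LDHA (-0.55, adjusted p = 0.00762), CS (-0.63, adjusted p = 9.83e-04) and HK1 (-0.38, adjusted p = 0.0106), with or without the block. LDHA and CS were called with the compared groups alone (adjusted p = 0.0240 and 0.0467), and LDHA without both doubted libraries (adjusted p = 0.0179).

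**Figure D2:**
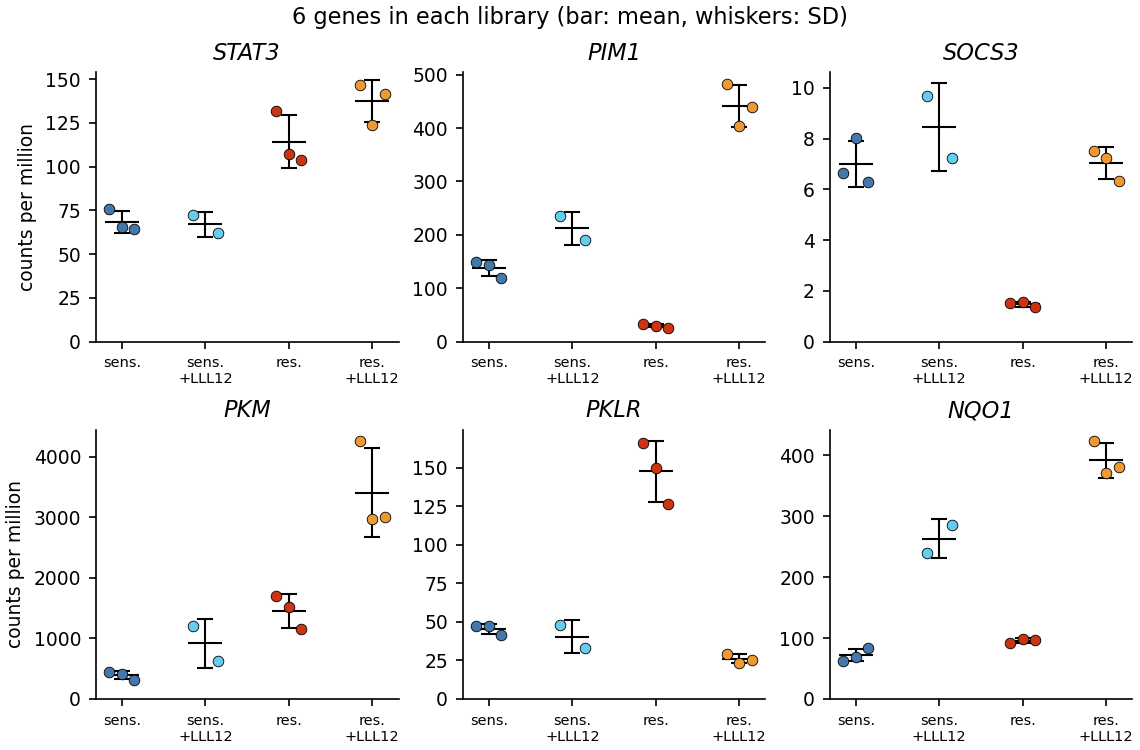
Expression in CPM per library for STAT3, PIM1, SOCS3, PKM, PKLR and NQO1 in the 4 groups of K562; points are libraries, bars are group means and whiskers are SD. PIM1 fell from 137 to 29.6 CPM in resistant cells and stood at 442 CPM after LLL12, while PKM was highest in LLL12-treated resistant cells (3405 CPM).

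Mitochondrially encoded protein genes were lower in resistant cells, 12 of 13 with 0 higher, and as many when adjusted over the list alone. MT-ND2 (-3.02 ± 0.43, adjusted p = 2.41e-04) and MT-ND5 (-2.36 ± 0.34, adjusted p = 2.91e-04) encode parts of complex I, and MT-ATP6 (-3.63 ± 0.55, adjusted p = 4.12e-04) a part of ATP synthase. The list median was -2.36 (camera adjusted p = 3.58e-06, but adjusted p = 0.372 with an estimated correlation). These transcripts made up 1.28%, 1.19% and 0.582% of counts in sensitive replicates 1 to 3 and 0.530%, 0.483% and 0.553% in resistant ones. Sensitive replicate 1 also held 19.2% of its counts in rRNA repeat genes. Nuclear complex I genes did not pass as a list (0 higher and 6 lower of 37, and as many adjusted over the list alone, median -0.25, camera adjusted p = 0.0665). They were called lower without sensitive replicate 3 (adjusted p = 0.0323), resistant replicate 2 (adjusted p = 0.0418) or both doubted libraries (adjusted p = 0.0496) and by fry, which does not compare a list with other genes (adjusted p = 0.0498). Of 29 genes of pyruvate entry and the TCA cycle 2 were higher and 4 lower, as many adjusted over the list alone, without a list call (median -0.27, camera adjusted p = 0.193), though fry called it lower (adjusted p = 0.0498). The higher ones were IDH2 (1.66 ± 0.24, adjusted p = 3.25e-04), which encodes a mitochondrial isocitrate dehydrogenase, and PDK3 (2.17 ± 0.31, adjusted p = 2.70e-04), which encodes a kinase that restrains pyruvate entry. The lower ones were the pyruvate carrier gene MPC2 (-2.08 ± 0.43, adjusted p = 0.00347), the pyruvate dehydrogenase genes PDHA1 (-0.64 ± 0.17, adjusted p = 0.0137) and DLAT (-0.96 ± 0.27, adjusted p = 0.0188), and PDK2 (-2.63 ± 0.83, adjusted p = 0.0343), which encodes another such kinase. PDHA1 lost its call without sensitive replicate 1 or resistant replicate 3 (adjusted p = 0.0932 and 0.0623), with total counts alone (adjusted p = 0.162) and after thinning (adjusted p = 0.0889). DLAT lost it without sensitive replicate 3 or resistant replicate 1 or 2 (adjusted p = 0.0612, 0.0738 and 0.0752). PDK2 lost it without sensitive replicate 2 or 3 or resistant replicate 2 or 3 (adjusted p = 0.123, 0.0549, 0.0787 and 0.0835), with total counts alone (adjusted p = 0.0558) and without both doubted libraries (adjusted p = 0.0503).

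Cholesterol synthesis genes rose in resistant cells, with 13 of 23 higher and 0 lower (15 and 0 adjusted over the list alone). The list median was 0.98 (camera adjusted p = 3.58e-06, but adjusted p = 0.0646 with an estimated correlation). Members included the sterol reductase gene TM7SF2 (1.97 ± 0.24, adjusted p = 6.64e-05). The fatty acid desaturase genes FADS1 (2.35 ± 0.17, adjusted p = 1.21e-06) and FADS2 (1.66 ± 0.26, adjusted p = 5.91e-04) were higher. Fatty acid synthesis as a list did not pass (7 higher, 1 lower of 23, and as many adjusted over the list alone, camera adjusted p = 0.251), though fry called it higher (adjusted p = 0.00253). Neither did fatty acid oxidation (3 higher and 0 lower of 20, or 2 and 0 adjusted over the list alone, camera adjusted p = 0.956).

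ATF4 targets of the amino acid stress response fell, with 14 of 25 lower and 1 higher (17 and 1 adjusted over the list alone). Their median was -0.70 (camera adjusted p = 6.88e-06, but adjusted p = 0.110 with an estimated correlation). Lowered members were CHAC1 (-2.57 ± 0.25, adjusted p = 1.06e-05), which degrades glutathione, TRIB3 (-2.34 ± 0.26, adjusted p = 4.02e-05) and the serine synthesis gene PSAT1 (-2.09 ± 0.29, adjusted p = 2.00e-04).

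Targets of STAT5, the factor that BCR-ABL activates directly, fell as a list. Of 14 members 10 were lower and 2 higher, and as many when adjusted over the list alone. The median was -1.69 (camera adjusted p = 5.47e-05, but adjusted p = 0.147 with an estimated correlation). CISH (-2.75 ± 0.24, adjusted p = 4.26e-06) and SOCS2 (-4.52 ± 0.40, adjusted p = 6.09e-06) are feedback genes of STAT5. Genes of ERK pathway output fell too, with 11 of 19 lower and 0 higher, also when adjusted over the list alone. Their median was -0.84 (camera adjusted p = 0.00582, but adjusted p = 0.145 with an estimated correlation). PHLDA1 (-2.09 ± 0.26, adjusted p = 8.50e-05) and SPRED2 (-1.34 ± 0.20, adjusted p = 3.82e-04), an inhibitor of RAS signaling, were among them. The lists are not independent, since the ERK list was defined to hold DUSP5 and SPRED1 of the STAT5 list and MYC, FOS and CCND1 of the STAT3 list.

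STAT3 targets were divided, 7 higher and 6 lower of 23 (7 and 7 adjusted over the list alone, median 0.07, camera adjusted p = 0.845). The interleukin-6 receptor gene IL6R (3.89 ± 0.24, adjusted p = 2.86e-07) and the AP-1 factor gene FOSL2 (3.17 ± 0.25, adjusted p = 2.05e-06) were raised. SOCS3 and the differentiation factor gene CEBPD (-2.36 ± 0.26, adjusted p = 3.67e-05) were lowered.

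Lineage genes also differed. Megakaryocyte genes had 10 higher and 2 lower of 20 (10 and 3 adjusted over the list alone). The platelet integrin genes ITGA2B (7.19 ± 0.46, adjusted p = 4.36e-07) and ITGB3 (3.09 ± 0.27, adjusted p = 4.54e-06) and the pleckstrin gene PLEK (5.88 ± 0.23, adjusted p = 2.09e-08) rose, and the scavenger receptor gene CD36 fell (-6.25 ± 0.55, adjusted p = 5.62e-06). The list median was 1.32, or 0.83 with 3 genes without counts set at their bound (camera adjusted p = 7.82e-04, but adjusted p = 0.0646 with an estimated correlation). Myeloid and stem cell genes had 8 higher and 1 lower of 13, and as many when adjusted over the list alone. CEBPA, a granulocyte factor gene (4.40 ± 0.22, adjusted p = 7.69e-08), and the integrin gene ITGAM (6.04 ± 0.32, adjusted p = 1.02e-07) were raised. The median was 1.57 (camera adjusted p = 7.70e-04, but adjusted p = 0.0646 with an estimated correlation).

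Fetal and embryonic globin genes were lower, at -6.02 ± 0.26, adjusted p = 2.47e-08 for HBG2 and -4.60 ± 0.27, adjusted p = 2.07e-07 for HBE1, although near-identical globin genes share reads. The erythroid list did not pass (4 higher and 12 lower of 36, 4 and 13 adjusted over the list alone, median -0.31, camera adjusted p = 0.0632). It was called lower after GC correction (-0.39, adjusted p = 0.0427), with the Wald test (adjusted p = 4.72e-04), by fry (adjusted p = 1.32e-04) and without a filter (adjusted p = 0.0398). Without sensitive replicate 3, resistant replicate 1 or resistant replicate 2 it was called lower too (adjusted p = 0.0327, 0.0307 and 0.0338). A second drug efflux gene, ABCG2, was lower (-4.06 ± 0.41, adjusted p = 1.69e-05). Drug transport genes as a list, 2 higher and 6 lower of 12 and as many adjusted over the list alone, did not pass (camera adjusted p = 0.0665). They were called lower with total counts alone (adjusted p = 0.0395), the Wald test (adjusted p = 0.0129), fry (adjusted p = 2.14e-05) and the filter of 5 CPM (adjusted p = 0.0174), after thinning (adjusted p = 0.00895) and without resistant replicate 3 (adjusted p = 0.0458).

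Of 37 lists, 5 were called higher and 6 lower in resistant cells, and none with an estimated correlation, while another split of the same libraries called 10. Interferon genes were called higher, 9 higher and 3 lower of 22 (11 and 4 adjusted over the list alone). Their median was 0.76 (camera adjusted p = 0.0227, but adjusted p = 0.147 with an estimated correlation). The interferon-induced gene IFIT1 (4.95 ± 0.40, adjusted p = 2.82e-06) was raised and TRIM38 (-4.06 ± 0.28, adjusted p = 8.11e-07) lowered. The list lost its call with the filter of 5 CPM, with total counts alone and with the Wald test (adjusted p = 0.637, 0.0546 and 0.0505). The p53 targets rose, 9 higher and 0 lower of 19 (10 and 0 adjusted over the list alone). Their median was 0.66 (camera adjusted p = 0.0392, but adjusted p = 0.179 with an estimated correlation). That call was lost without resistant replicate 1 (adjusted p = 0.0523), with the compared groups alone (adjusted p = 0.0659) and after GC correction without or with the block (adjusted p = 0.119 and 0.131).

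PIM1, SOCS3 and BCL2L1 were higher in LLL12-treated than in untreated resistant K562. The labels name IM for the untreated cultures and only LLL12 for the treated ones, without stating whether IM stayed in those. The changes below are therefore those of treated against untreated cells and may hold a loss of IM. PIM1 climbed from 29.6 ± 2.97 to 442 ± 39.3 CPM (log2 fold change 3.90 ± 0.20, adjusted p = 1.18e-06, n = 3 v 3). SOCS3 rose from 1.47 ± 0.103 to 7.03 ± 0.621 CPM (2.26 ± 0.20, adjusted p = 2.82e-05) and BCL2L1 from 51.9 ± 7.43 to 142 ± 17.9 CPM (1.46 ± 0.22, adjusted p = 0.00117). STAT3 (0.27 ± 0.18, adjusted p = 0.459), STAT5A (-0.19 ± 0.29, adjusted p = 0.787) and STAT5B (-0.16 ± 0.19, adjusted p = 0.700) transcripts did not pass the test. Of 14 STAT5 targets 10 rose and 0 fell (11 and 0 adjusted over the list alone, median 2.63, camera adjusted p = 2.02e-15). They included the phosphatase gene DUSP5 (3.71 ± 0.23, adjusted p = 2.67e-06), the kinase gene PIM2 (3.27 ± 0.22, adjusted p = 6.45e-06) and ID1 (3.09 ± 0.21, adjusted p = 6.69e-06), an inhibitor of differentiation. Genes of ERK pathway output rose too, 11 higher and 0 lower of 19 (12 and 1 adjusted over the list alone, median 0.98, camera adjusted p = 8.38e-10). The cyclin D1 gene CCND1 reached 2.43 ± 0.17, adjusted p = 8.53e-06.

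STAT3 targets rose, 9 higher and 0 lower of 23 (10 and 1 adjusted over the list alone), although LLL12 is known to block STAT3 phosphorylation. Their median was 0.45 (camera adjusted p = 8.77e-06, but adjusted p = 0.134 with an estimated correlation). NF-kB targets of TNF signaling had 9 higher and 0 lower of 28 (13 and 0 adjusted over the list alone), led by the adaptor gene TRAF1 (4.49 ± 0.32, adjusted p = 8.61e-06). The median was 0.59 (camera adjusted p = 2.43e-05, but adjusted p = 0.0787 with an estimated correlation).

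Among the most raised genes with LLL12 in resistant cells, CLCA1, which encodes a secreted protein of mucus-producing cells, rose from 0.211 ± 0.0308 to 55.3 ± 1.22 CPM (8.0001 ± 0.25, adjusted p = 2.17e-08, ENSG00000016490, 1:86468368-86500259). The cytokine gene CSF2, for GM-CSF, rose from 0.241 ± 0.0815 to 20.4 ± 3.49 CPM (6.36 ± 0.31, adjusted p = 8.53e-06). The macrophage lysosomal gene CD68 rose from 0.196 ± 0.182 to 13.7 ± 1.83 CPM (6.02 ± 0.81, adjusted p = 5.61e-04). NKG7, a killer cell granule gene, reached 6.42 ± 0.45, adjusted p = 7.84e-06. Genes that resistant cells barely expressed came up, among them APOL4 (ratio 415, 95% CI 141 to 2013), the T cell receptor component gene CD3D (ratio 598, 95% CI 107 to 23669) and CYTIP (at least 149-fold).

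Lowered genes included TEK, which encodes the angiopoietin receptor of endothelium and stem cells. It fell from 18.6 ± 1.87 to 1.28 ± 0.171 CPM (-3.87 ± 0.29, adjusted p = 8.90e-06, ENSG00000120156, 9:27109141-27230174). The macrophage membrane gene MS4A4A (-4.10 ± 0.19, adjusted p = 6.19e-07), the prokineticin gene PROK1 (-4.50 ± 0.42, adjusted p = 4.00e-05) and the red cell skeleton gene ADD2 (-3.82 ± 0.35, adjusted p = 3.73e-05) fell. OIT3 (-5.54 ± 0.26, adjusted p = 6.98e-06), GDF3 (-3.73 ± 0.33, adjusted p = 2.99e-05), CRYM (-3.70 ± 0.19, adjusted p = 1.18e-06) and RNASE1 (-3.47 ± 0.34, adjusted p = 5.49e-05) fell as well. SULT1A4 fell (-4.37 ± 0.37, adjusted p = 2.17e-05), though its reads are shared with its copy SULT1A3. GLYATL2 was almost lost (lower by a ratio of 947, 95% CI 170 to 37448).

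Erythroid genes fell as a group after LLL12, 15 of 36 lower and 0 higher (20 and 1 adjusted over the list alone, median -0.71, camera adjusted p = 1.23e-13). They included the glycophorin gene GYPB (-1.68 ± 0.21, adjusted p = 3.00e-04), the mitochondrial iron importer gene SLC25A37 (-1.06 ± 0.16, adjusted p = 0.00107) and the erythroid factor gene KLF1 (-1.37 ± 0.21, adjusted p = 0.00125). Antioxidant targets of NRF2 rose, 12 of 24 higher and 0 lower (16 and 0 adjusted over the list alone, median 0.76, camera adjusted p = 1.31e-10). The quinone reductase gene NQO1 reached 2.04 ± 0.18, adjusted p = 2.96e-05 and OSGIN1 3.15 ± 0.32, adjusted p = 6.34e-05. Cholesterol synthesis genes fell, 4 of 23 lower and 0 higher (10 and 0 adjusted over the list alone, median -0.54, camera adjusted p = 3.73e-08). The STAT5, ERK, erythroid, NRF2 and cholesterol lists also passed with an estimated correlation (adjusted p = 0.0143, 0.0102, 0.0143, 0.00905 and 0.0214). The cell-cycle inhibitor gene CDKN1A rose (2.97 ± 0.22, adjusted p = 8.90e-06) with 5 other p53 targets of 19 (6 higher and 0 lower, 6 and 1 adjusted over the list alone). Their median was 0.46 (camera adjusted p = 0.0157, but adjusted p = 0.131 with an estimated correlation), or 0.27 after GC correction (camera adjusted p = 0.0106).

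Metabolic genes moved unevenly with LLL12 in resistant cells. PKLR fell from 148 ± 19.97 to 26.2 ± 3.01 CPM (-2.49 ± 0.21, adjusted p = 1.86e-05), while PKM rose further to 3405 ± 732 CPM (1.23 ± 0.27, adjusted p = 0.0145). The PKM call was lost without resistant replicate 2 or 3 (adjusted p = 0.0568 and 0.0902) or resistant LLL12 replicate 1 (adjusted p = 0.0698). HK2 fell to 77.1 ± 5.25 CPM (-0.84 ± 0.18, adjusted p = 0.0128). That did not hold without resistant replicate 1 (adjusted p = 0.0602), resistant LLL12 replicates 2 or 3 (adjusted p = 0.0803 and 0.0622), or after thinning (adjusted p = 0.166). The lactate exporter gene SLC16A3 rose (3.42 ± 0.35, adjusted p = 7.28e-05). The glycolysis list had 3 higher and 2 lower of 26 (5 and 4 adjusted over the list alone, median 0.14, camera adjusted p = 0.611). The list of pyruvate entry and the TCA cycle was not called in the planned model (median -0.14). It was called lower after GC correction (-0.24, camera adjusted p = 0.0161, and 0.0233 with the block). Its member MPC2 was called higher (adjusted p = 0.0485), but not without resistant replicate 1 or 2 or any of the LLL12-treated replicates. LDHA (-0.26 ± 0.28, adjusted p = 0.679), HK1 (0.22 ± 0.21, adjusted p = 0.633), CPT1A (-0.55 ± 0.30, adjusted p = 0.348) and CPT1B (0.05 ± 0.39, adjusted p = 0.970) did not pass. ABL1 (-0.26 ± 0.24, adjusted p = 0.615) and ABCB1 (-0.55 ± 0.23, adjusted p = 0.210) did not pass either.

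MYC, BCR and CS were called lower with LLL12 in resistant cells only in other settings. MYC gave -0.94 ± 0.27, adjusted p = 0.0525 and was called lower with the Wald test (adjusted p = 0.0138), with the compared groups alone (adjusted p = 0.00687) and with the block (adjusted p = 0.0245). It was also called after GC correction (-1.02, adjusted p = 0.00106) and without both doubted libraries (adjusted p = 0.0157). BCR gave -0.31 ± 0.29, adjusted p = 0.625 and was called lower after GC correction (-0.50, adjusted p = 0.0244, and adjusted p = 0.0152 with the block). CS gave -0.28 ± 0.21, adjusted p = 0.528 and was called lower with the block and GC correction together (-0.36, adjusted p = 0.0396).

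LLL12-treated and untreated resistant K562 differed in 1753 genes (8.57%), 1192 higher and 561 lower in treated cells, 1372 of them at least 2-fold. They also differed in 15 lists, 9 higher and 6 lower. Only 5 of the 15 lists were called with an estimated correlation, and another split of the same libraries into equal groups also called 15 lists. Without resistant replicate 2 the number of genes was 1123, and without resistant LLL12 replicate 1, 2 or 3 it was 1134, 1076 or 1128. It was 1072 with the filter of 5 CPM, 950 at an adjusted p of 0.01, 670 after thinning, 3347 with GC correction (1866 higher, 1481 lower) and 3668 with the block as well.

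**Figure D3:**
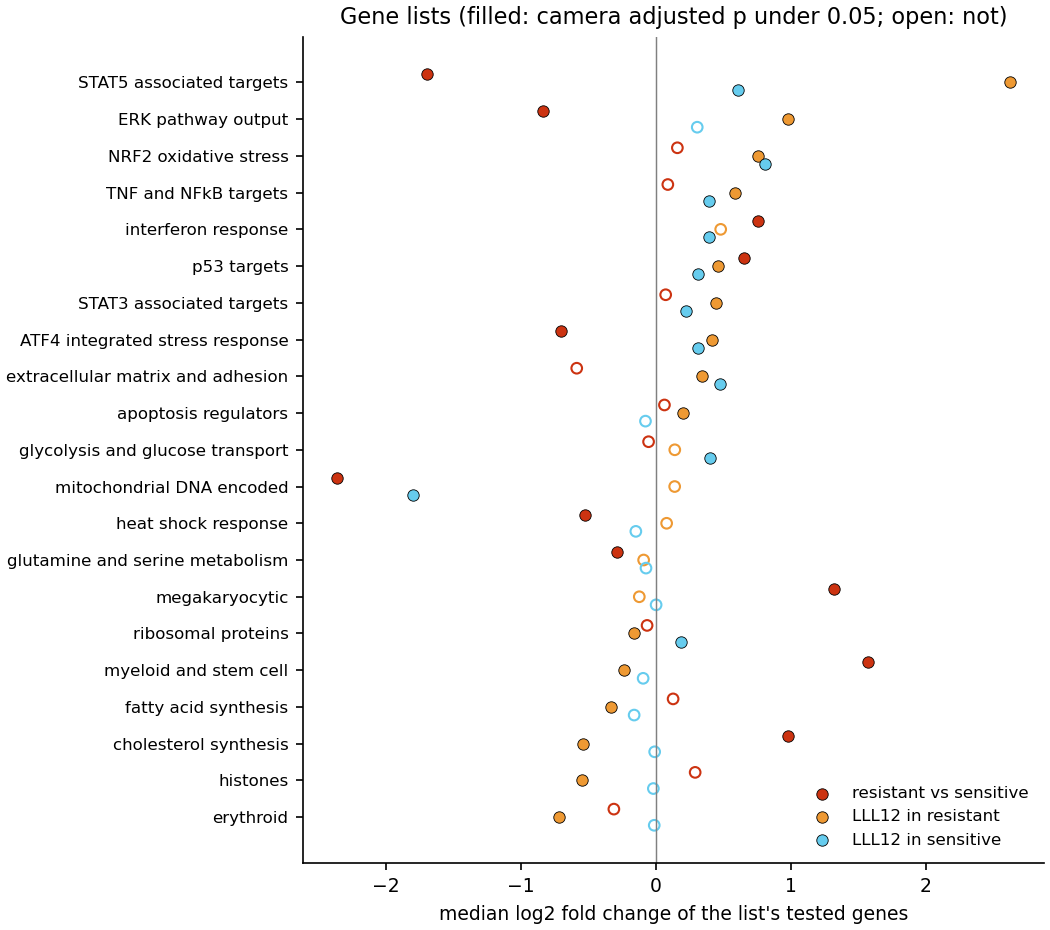
Median log2 fold change of each gene list called in at least 1 of 3 comparisons (resistant against sensitive, and LLL12 in resistant or in sensitive K562); each symbol is a list in a comparison, filled where the camera adjusted p was under 0.05. STAT5 targets had a median of -1.69 in resistant cells and 2.63 after LLL12 in them.

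Some of the genes that differed in resistant K562 moved the opposite way with LLL12. Raised in resistant cells and then lowered were the receptor gene TEK (8.27 ± 0.43 and then -3.87 ± 0.29), the platelet gene MMRN1 (4.26 ± 0.39 and -3.36 ± 0.37) and PROK1 (5.82 ± 0.50 and -4.50 ± 0.42). CRYM (4.201 ± 0.20 and -3.70 ± 0.19) did the same. In the other direction went CLCA1 (-5.65 ± 0.24 and 8.0001 ± 0.25), the water channel gene AQP3 (-4.97 ± 0.31 and 3.27 ± 0.29) and the amino acid transporter gene SLC7A8 (-3.53 ± 0.32 and 3.24 ± 0.32). PDLIM4 (-3.64 ± 0.42 and 4.58 ± 0.42) and MOB3B (-6.72 ± 0.33 and 3.80 ± 0.31) followed that direction.

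Of 981 genes called in both comparisons, 612 (62.4%) had opposite directions, which is 10.8% of the 5653 genes that differed in resistant cells. Among them 296 were higher in resistant cells and then lower with LLL12 (82.6 expected for independent calls), and 316 were lower and then higher (154 expected). The other 369 moved the same way, 298 up (175 expected) and 71 down (72.5 expected). Against sensitive cells, 319 of the 612 were not called after LLL12, 218 were still called in the original direction and 75 in the other direction. A missing call does not show a return to the sensitive level, since that comparison recovered 19% of simulated 2-fold changes. The resistant libraries enter both comparisons, so 20 simulations without effects were run with the same sharing. Across all genes, which are not independent replicates, the covariance of the fold changes was -0.247 against -0.0994 in the simulations, a difference of -0.147. The correlation was -0.170 against -0.466, and the share of genes with opposite signs 50.2% against 65.7%. Both measures also depend on the size of real effects, which the simulations lacked, so they cannot decide how far sharing explains the opposition. The simulations gave 0 reversed genes, but without effects they do not show what sharing adds to real ones. With 3 libraries the shared group could not be divided, so part of the difference in covariance may come from sharing it. Reversed genes numbered 391 without resistant replicate 2, 399 without resistant LLL12 replicate 2, 394 with the filter of 5 CPM and 218 after thinning. They numbered 1245 with GC correction (595 of the 612 among them) and 1347 with the block too.

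**Figure D4:**
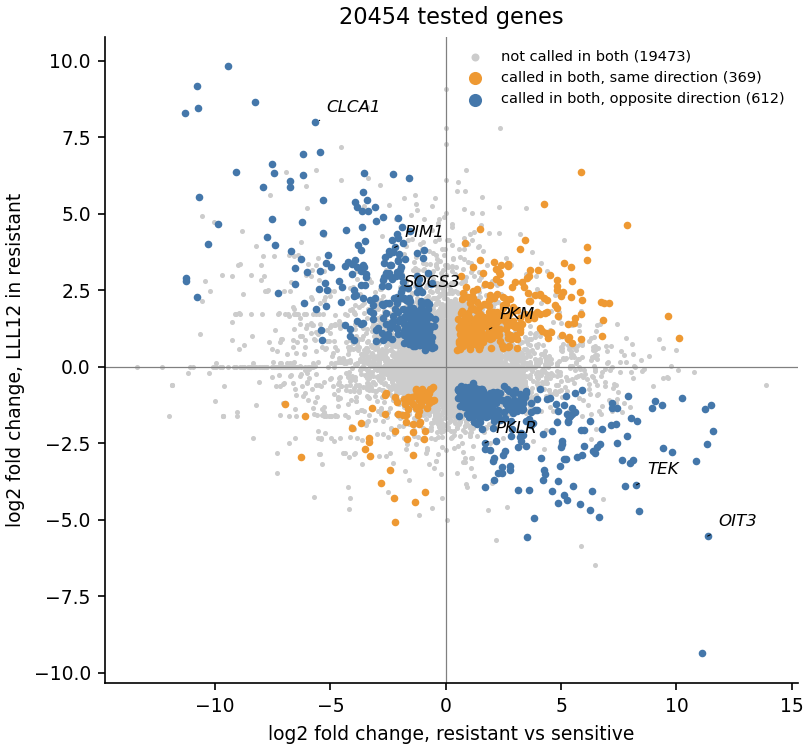
Log2 fold change of resistant against sensitive K562 (horizontal) and of LLL12 in resistant K562 (vertical); each point is a gene, with genes called in both comparisons in color. Of 981 genes called in both, 612 lay in the quadrants of opposite direction and 369 in those of the same direction.

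In IM-sensitive K562, LLL12 raised genes of the NRF2 antioxidant and detoxification response. The aldo-keto reductase gene AKR1C1 rose from 17.3 ± 0.140 to 127 ± 37.7 CPM (log2 fold change 2.87 ± 0.20, adjusted p = 2.15e-04, n = 2 v 3, ENSG00000187134, 10:4963253-4983283). AKR1C2, which shares reads with it, rose from 3.51 ± 0.892 to 46.3 ± 1.84 CPM (3.72 ± 0.32, adjusted p = 9.06e-04, ENSG00000151632, 10:4987400-5018031). The oxidative stress gene OSGIN1 (3.53 ± 0.36, adjusted p = 0.00215) and NQO1 (1.87 ± 0.19, adjusted p = 0.00215) rose. So did the organic anion transporter gene SLCO2B1 (2.35 ± 0.22, adjusted p = 0.00133) and the glucose transporter gene SLC2A12 (2.27 ± 0.23, adjusted p = 0.00215). AKR1C1, OSGIN1, NQO1, SLCO2B1 and SLC2A12 kept their calls whichever library was left out. They lost them when the groups of this comparison were fitted alone (adjusted p = 0.119, 0.137, 0.309, 0.137 and 0.243). Of 24 NRF2 targets 5 rose and 0 fell (14 and 0 adjusted over the list alone). The list median was 0.81 (camera adjusted p = 2.14e-09, and adjusted p = 0.0114 with an estimated correlation).

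Further raised genes were the efflux transporter gene ABCC3 (2.59 ± 0.35, adjusted p = 0.0141) and the phosphatase gene DUSP13 (2.73 ± 0.34, adjusted p = 0.00918), and MS4A4A was among 3 genes that fell (-1.50 ± 0.20, adjusted p = 0.0139). ABCC3 lost its call without sensitive replicate 1, 2 or 3 (adjusted p = 0.0796, 0.0556 and 0.0713). DUSP13 lost it without sensitive replicate 1 or 3 (adjusted p = 0.0693 and 0.0619), as did MS4A4A (adjusted p = 0.0796 and 0.0619). ABCC3, DUSP13 and MS4A4A also lost their calls with the compared groups alone (adjusted p = 0.332, 0.243 and 0.539). They lost them without both doubted libraries (adjusted p = 0.0694, 0.0934 and 0.156) and after thinning (adjusted p = 0.0923, 0.0847 and 0.0841).

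None of the 18 signaling and metabolic genes chosen beforehand was called in sensitive cells (adjusted p 0.163 to 0.980, log2 fold changes -0.58 to 1.22), and 14 of them turned sign in at least 1 setting. PKM stood at 918 ± 404 CPM with LLL12 (1.22 ± 0.30, adjusted p = 0.163). It was called higher without sensitive LLL12 replicate 2 (1.55, adjusted p = 0.00890), with the Wald test (adjusted p = 0.0118) and after GC correction (0.66, adjusted p = 0.0409, and adjusted p = 0.0479 with the block).

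LLL12 in sensitive K562 changed 50 genes (0.244%), 47 higher and 3 lower, and 3106 genes had an unadjusted p under 0.05. The count was 8, 20 or 6 without sensitive replicate 1, 2 or 3, and 23 without sensitive LLL12 replicate 1. It was 5325 (1154 higher, 4171 lower) without sensitive LLL12 replicate 2. The Wald test gave 352, total counts alone 77, the compared groups alone 1, an adjusted p of 0.01 gave 9, and thinning 20. The omission of both doubted libraries gave 6, GC correction 153 (126 higher, 27 lower) and GC correction with the block 172. Fold changes followed GC content (Spearman correlation 0.807 over 8477 genes, which are not independent replicates, against 0.384 for LLL12 in resistant cells). Replicate 1 with LLL12 had a count-weighted GC content of 49.1%, and no other library was above 47.3%. Of 11 lists called, 6 were called again after GC correction and 1 with an estimated correlation. List calls numbered 7 without sensitive replicate 3, 3 or 2 without sensitive LLL12 replicate 1 or 2, and 7 without both doubted libraries.

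Of the 50 genes, 42 were also called in resistant cells, 39 raised in both (2.74 expected for independent calls) and 2 lowered in both (0.0823 expected). The actin-severing gene GSN rose to 20.9 ± 7.77 CPM in sensitive and 95.2 ± 8.66 CPM in resistant cells, and the galectin gene LGALS1 to 83.6 ± 29.0 and 387 ± 70.5 CPM. In sensitive cells GSN gave 2.20 ± 0.30, adjusted p = 0.0141 and LGALS1 2.20 ± 0.30, adjusted p = 0.0149. GSN lost its call there without sensitive replicate 1, sensitive replicate 3 or sensitive LLL12 replicate 1 (adjusted p = 0.138, 0.0760 and 0.0593). LGALS1 lost it without the same libraries (adjusted p = 0.102, 0.0713 and 0.0618). GSN and LGALS1 also lost it with the compared groups alone (adjusted p = 0.262 and 0.332) and without both doubted libraries (adjusted p = 0.198 and 0.156).

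LLL12-treated resistant K562 remained far from untreated sensitive cells. PKM was at 3405 ± 732 against 393 ± 62.8 CPM (log2 fold change 3.12 ± 0.29, adjusted p = 8.06e-06, n = 3 v 3). PIM1 had passed the sensitive level (1.68 ± 0.18, adjusted p = 2.68e-05). SOCS3 (0.01 ± 0.19, adjusted p = 0.973) and BCL2L1 (-0.00 ± 0.21, adjusted p = 0.994) did not pass the test. MYC (-1.94 ± 0.28, adjusted p = 2.08e-04), ABCB1 (-3.16 ± 0.24, adjusted p = 1.38e-06), HK2 (-0.92 ± 0.18, adjusted p = 0.00217) and CS (-0.85 ± 0.21, adjusted p = 0.00839) were lower, and STAT3 was higher (1.01 ± 0.18, adjusted p = 0.00104). PKLR was lower (-0.79 ± 0.20, adjusted p = 0.00859), though not without sensitive replicate 1 (-0.72, adjusted p = 0.0561), with total counts alone (-0.51, adjusted p = 0.120) or after thinning (adjusted p = 0.0724). GIMAP6 stayed at least 1042-fold higher, and CSF2 was at least 488-fold higher. GABRA2 and SOX5 stayed at least 1627-fold and at least 1842-fold lower.

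Interferon genes separated LLL12-treated resistant from sensitive cells, 15 higher and 1 lower of 22 (16 and 1 adjusted over the list alone). Their median was 1.64 (camera adjusted p = 1.61e-04, and adjusted p = 0.0414 with an estimated correlation). Erythroid genes were lower, 23 of 36 with 1 higher (24 and 1 adjusted over the list alone). Here the median was -1.18 (camera adjusted p = 5.66e-09, and adjusted p = 0.0414 with an estimated correlation). NRF2 targets were higher, 16 of 24 with 0 lower (17 and 0 adjusted over the list alone). Their median was 0.97 (camera adjusted p = 3.36e-05, and adjusted p = 0.0414 with an estimated correlation). STAT5 targets did not pass (8 higher and 3 lower of 14, and as many adjusted over the list alone, median 0.89, camera adjusted p = 0.118, or 0.52 and 0.513 after GC correction), though fry called them higher (adjusted p = 0.00442).

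In all, 4000 genes were higher and 3256 lower in LLL12-treated resistant than in sensitive cells (7256, 35.5%). These numbers were 5214 and 2139 with total counts alone, and 4738 and 4843 with GC correction. The count was 4389 with the filter of 5 CPM, 4583 at an adjusted p of 0.01 and 3591 after thinning. Lists called numbered 16, against 10 without resistant LLL12 replicate 3, 10 with total counts alone and 4 with an estimated correlation, while another split of the same libraries called 14.

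Neighboring genes moved together in resistant K562. In 333 windows of 30 genes along the genome (10318 genes), the medians of the GC-corrected fold changes spread with an SD of 0.213. In 200 shuffles of gene order the mean SD was 0.125 and the highest 0.137. Below the range of the shuffles lay 8 windows. The lowest was on chromosome 8 (8:27809624-38382272, median -0.77, 28 of 30 genes lower). It was followed by 13:76992598-106535662 (median -0.75, 25 of 30 lower) and 15:41387353-43802589 (median -0.70, 30 of 30 lower). Above the range lay 3, the highest at 16:28974221-30526821 (median 0.57, 24 of 30 higher), which holds SULT1A3 and SULT1A4. The others were 1:203305491-208244384 (median 0.54) and 1:169662007-179925000 (median 0.52). PKM lies in a window with a median of -0.08.

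**Figure D5:**
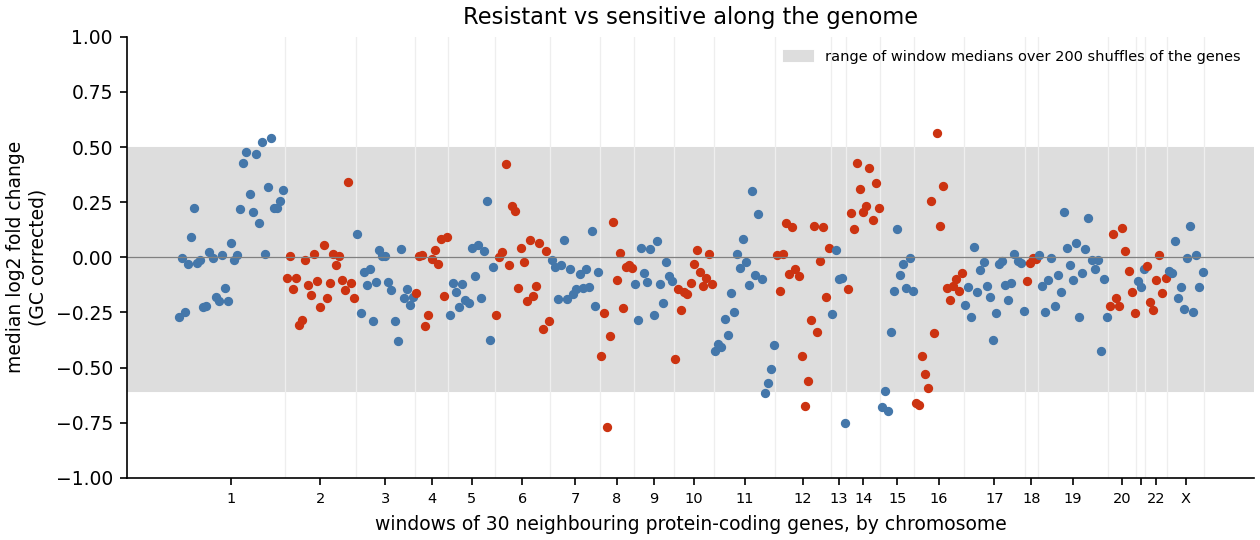
Median GC-corrected log2 fold change of resistant against sensitive K562 in 333 windows of 30 genes (vertical) by genome position (horizontal); each point is a window and the grey band is the range over 200 shuffles of gene order (-0.61 to 0.50). Windows below the band numbered 8 and windows above it 3.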

Values the study reported

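The study reported phosphorylated STAT3 (Y705) in 86% of IM-persistent mouse leukemia stem cells against 12% of untreated ones. LLL12 followed by IM left 80.4 ± 9.4% of IM-persistent K562 cells apoptotic in its assays, and glucose starvation 58.37 ± 6.23%. Genes upregulated in common between mouse stem cells and K562 numbered 126 for CML cells and 154 for IM-persistent cells in the study.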

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

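Tests that used GC correction, thinning or the omission of both doubted libraries were chosen after the results had been seen, as were the uses of the difference of LLL12 effects and of the comparison with sensitive cells to weigh explanations of the STAT5 targets, and S100A4 was singled out after its values had been seen.

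Changes between LLL12-treated and untreated cells differed between IM-resistant and IM-sensitive K562, and the interaction term does not separate LLL12 from a withdrawal of IM in the resistant cultures. PIM1 rose by 3.27 ± 0.28 log2 units more in resistant cells (adjusted p = 2.64e-04 by edgeR's quasi-likelihood test of the interaction term, on 6 resistant and 5 sensitive libraries). SOCS3 rose more as well (2.03 ± 0.30, adjusted p = 0.00731), a call lost with total counts alone (adjusted p = 0.0645) and after thinning (adjusted p = 0.182). PKLR fell further in resistant cells (-2.31 ± 0.30, adjusted p = 0.00291), while PKM gave a difference of 0.00 ± 0.40, adjusted p = 1.00, and BCL2L1 one of 1.13 ± 0.32, adjusted p = 0.171. CLCA1 (7.47 ± 0.33, adjusted p = 1.08e-06) and the apolipoprotein gene APOL4 (8.24 ± 0.48, adjusted p = 1.11e-05) rose more in resistant cells, and the thyroid hormone-binding protein gene CRYM (-4.34 ± 0.31, adjusted p = 8.40e-05) fell more there. The same term gave CYTIP, a gene of lymphocyte adhesion, 8.71, ADAMTS14 8.56, CD3D 7.36, SULT1A4 -5.25, GDF3 -4.44, SULT1A3 -4.32 and RNASE1 -3.56. CYTIP, ADAMTS14, CD3D and APOL4 had 3 counts or fewer in untreated resistant cells, and their fitted differences are no bounds. GDF3 lost its call without sensitive LLL12 replicate 2 (adjusted p = 0.0514). After thinning, CYTIP, ADAMTS14, CD3D, SULT1A4, GDF3, CRYM, SULT1A3 and RNASE1 lost theirs (adjusted p 0.0518 to 0.461). S100A4, which encodes a calcium-binding protein of cell motility, differed by -2.53 ± 0.33 (adjusted p = 0.00291), from 1.77 in sensitive cells (adjusted p = 0.0221) and -0.76 in resistant cells (adjusted p = 0.0331). The call in sensitive cells was lost without sensitive replicate 1 or 3 or sensitive LLL12 replicate 1 (adjusted p = 0.138, 0.0870 and 0.0618), without both doubted libraries (adjusted p = 0.199) and with the compared groups alone (adjusted p = 0.539). The S100A4 call in resistant cells was lost without resistant replicate 2 or 3 (adjusted p = 0.135 and 0.0811) and without resistant LLL12 replicate 1, 2 or 3 (adjusted p = 0.0615, 0.159 and 0.131). It was also lost with total counts alone, the filter of 5 CPM (adjusted p = 0.0538) and thinning (adjusted p = 0.0941).

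By the interaction term, 209 genes differed, 132 with the higher and 77 with the lower effect in resistant cells (71 and 67 with total counts alone). The number was 97 without sensitive replicate 1, 135 and 99 without resistant replicates 1 and 2, 2550 without sensitive LLL12 replicate 2, and 129, 97 and 102 without resistant LLL12 replicates 1, 2 and 3.

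Among gene lists, erythroid genes fell more in resistant cells (0 higher and 6 lower of 36, 0 and 15 adjusted over the list alone, median -0.82, camera adjusted p = 3.55e-13, but adjusted p = 0.0569 with an estimated correlation). STAT5 targets rose more (9 higher and 0 lower of 14, 10 and 1 adjusted over the list alone, median 2.24, camera adjusted p = 3.99e-10, but adjusted p = 0.0569 with an estimated correlation), PIM2 by 2.47 ± 0.31 and ID1 by 2.45 ± 0.30. Genes of ERK pathway output rose more (5 higher and 0 lower of 19, 6 and 0 adjusted over the list alone, median 0.87, camera adjusted p = 1.35e-05, but adjusted p = 0.0569 with an estimated correlation). Without sensitive LLL12 replicate 2, in a fit with 1 library in that group, their median was 1.19, but the list was not called. Cholesterol synthesis genes had a median of -0.53 (0 higher and 1 lower of 23 in either count, camera adjusted p = 1.35e-05, but adjusted p = 0.0757 with an estimated correlation). Ribosomal protein genes had one of -0.32 (0 called of 55, camera adjusted p = 5.90e-06, but adjusted p = 0.584 with an estimated correlation).

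With LLL12, the mitochondrially encoded genes had a median of -1.79 in sensitive cells and 0.14 in resistant cells, so their difference came mainly from the sensitive libraries. Their shares of all counts, without TMM scaling, were 1.28%, 1.19% and 0.582% in untreated sensitive replicates 1 to 3. The LLL12-treated sensitive replicates had 0.636% and 0.395%. Untreated replicate 3 was below treated replicate 1 in that share, so high values of untreated replicates 1 and 2 cannot be told from a fall with LLL12. The difference had a median of 1.93 (0 called of 13, 9 higher adjusted over the list alone, camera adjusted p = 1.32e-04, but adjusted p = 0.584 with an estimated correlation), and 1.84 after GC correction (adjusted p = 0.0137). Without sensitive LLL12 replicate 2, in a fit with 1 library in that group, the median was 1.79 but the list was not called (adjusted p = 0.569), nor was it by fry (adjusted p = 0.148). Histone genes had one of -0.59 (0 called of 11, 1 lower adjusted over the list alone, camera adjusted p = 0.00726, but adjusted p = 0.529 with an estimated correlation). They were not called without sensitive LLL12 replicate 1 (-0.38, adjusted p = 0.0857) or both doubted libraries (-0.37, adjusted p = 0.103). Glycolysis genes had a median of -0.24 (1 higher and 1 lower of 26, 1 and 3 adjusted over the list alone, camera adjusted p = 0.0307, but adjusted p = 0.628 with an estimated correlation). Their call was lost without sensitive replicate 2 (adjusted p = 0.0628) or 3 (adjusted p = 0.0567), resistant replicate 1 (adjusted p = 0.0724), sensitive LLL12 replicate 1 (0.01, adjusted p = 0.455), or resistant LLL12 replicate 2 (adjusted p = 0.0781) or 3 (adjusted p = 0.0690), and after GC correction (0.01, adjusted p = 0.275).

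The rise of STAT5 targets with LLL12 in resistant cells was weighed first. GC bias would have lowered the list's median of 2.63 to 0.5 of its size or less, but it was 2.48 after correction. Chance values of the shared resistant libraries gave at most 0.16 in 20 simulations. These drew each gene on its own, so they could not give a chance shift of the listed genes together, which stays open. Treated and untreated cells differed more in the resistant line, by 2.24. That cannot decide whether LLL12 acts equally on any K562, because IM withdrawn from the resistant cultures alone could add to it. The list also rose in sensitive cells (1 higher and 0 lower of 14, 6 and 0 adjusted over the list alone, median 0.61, camera adjusted p = 0.0125, but adjusted p = 0.421 with an estimated correlation). That call ended after GC correction (-0.00, adjusted p = 0.426) and without sensitive LLL12 replicate 1 or 2 (adjusted p = 0.0557 and 0.103), and a smaller rise there stays open. If the LLL12 cultures of resistant cells held no IM, renewed BCR-ABL activity might raise the same targets, and at 0.89 above sensitive cells, or 0.52 after GC correction (camera adjusted p = 0.118 and 0.513), this and an effect of LLL12 cannot be told apart, because the labels do not state whether IM was present.

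Blocks of neighboring genes that differed between resistant and sensitive cells were weighed next. GC content of the regions was corrected for, and the SD of the window medians stayed at 0.213 against 0.137 at most in shuffles. Local responses to treatment are not excluded: for LLL12 in resistant cells the SD of 0.102 was above the highest shuffle (0.0828), and its excess over shuffles of 0.349 (spread over shuffles 0.0355) was close to the limit set beforehand, 0.5 of the 0.709 for resistant against sensitive cells. Another candidate explanation is a different DNA copy number in the resistant line, which would also separate the LLL12-treated lines. The correlation across windows with that comparison was 0.847, but any lasting difference between the lines would give the same, so copy number and lasting regulation cannot be told apart without DNA data.

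The response to LLL12 in sensitive cells was weighed last. Its fold changes followed GC content (0.807), and without replicate 1 of the treated cells the correlation was 0.357, as a GC bias of that library would give. The 47 genes raised there, such as AKR1C1 and NQO1, had a median of 1.92, and of 1.61 after correction, 42 of 47 being called again. The fitted trend thus did not remove most of their rise. Without replicate 1 of the treated cells their median was 1.77 and all 47 stayed positive. These genes were picked as called in the same libraries, which favors such values, so a part of the bias in them is not excluded. Depth of treated replicate 1 did not account for the smaller number of calls than in resistant cells. After all libraries were thinned to the same total, LLL12 in resistant cells still had 33.5 times as many. Calls numbered 50 against 1753, while 8% against 22% of simulated 2-fold changes and 78% against 95% of 4-fold changes were recovered. With a GC trend simulated in replicate 1 of the treated sensitive cells, recovery there was 6% and 69%. A weaker response of sensitive cells therefore stays a hypothesis.

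Splits of 6 libraries into equal groups number 10, too few for a share under 0.05. For resistant against sensitive cells the real split gave 5653 genes and the highest other 0 (1 split as large, the real one), for LLL12 in resistant cells 1753 and 0 (1 split), and for LLL12-treated resistant against sensitive cells 7256 and 0 (1 split). In the first of these, 3 other splits parted all same-numbered pairs and 6 parted 1 pair, and all 9 gave 0 genes. Of gene lists, the real splits gave 11, 15 and 16 and the highest others 10, 15 and 14, with 1, 2 and 1 splits as large. For reversed genes, 100 splits of 9 libraries into 3 groups were drawn, 2 of which gave at least the real 612, the real split included. As 97 gave 0, for want of called genes, this does not test the sharing of libraries. The highest other gave 3730, a split that kept the 3 sensitive libraries together as the shared group and mixed resistant with LLL12-treated resistant libraries, so it followed the structure of the samples.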

How the results depend on the processing

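GC correction, the block with it, the omission of both doubted libraries, the removal of rRNA genes and thinning were added after the data had been seen. The cause of a change was not tested except where fewer genes, libraries or counts entered by construction. Single genes named in the text kept direction and side of the threshold in 235 of 237 results with DESeq2 size factors, 234 with the Wald test, 221 with total counts alone, 233 without a filter, 233 with the block, 226 with GC correction, 219 without both doubted libraries, 193 of 227 after thinning, 193 of 212 with the compared groups alone and 1372 of 1529 with a library left out (141 lost the call, 13 turned direction). List results kept theirs in 58, 55, 50, 61, 60, 52, 50 and 52 of 62 for the first 8 of these settings, 49 of 54 with the compared groups alone and 345 of 401 with a library left out. A lone remaining library of sensitive LLL12 cells was assumed to vary like the other groups. Depth limited single genes most in sensitive LLL12 replicate 1, where 11111 tested genes had at least 10 counts, against 16208 to 18625 elsewhere.

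The filter of 5 CPM tests fewer genes and gave 3340 genes for resistant against sensitive cells, 1072 for LLL12 in resistant cells, 4389 for LLL12-treated resistant against sensitive cells and 394 reversed genes. At an adjusted p of 0.01 the 5 comparisons gave 3444, 950, 9 (LLL12 in sensitive cells), 67 (difference of effects) and 4583. Thinned to the smallest library (2313556 counts) they gave 2540, 670, 20, 41 and 3591, with 218 reversed genes. GC content and length correction gave 3347 for LLL12 in resistant cells, 153 in sensitive cells, 759 for the difference, 1245 reversed genes and 15 lists for the difference. The replicate block with GC content and length correction gave 8730, 3668, 172, 829, 1347 reversed genes and 13 lists for the difference. Total counts alone gave 77 genes for LLL12 in sensitive cells, 138 for the difference and 10 lists for LLL12-treated resistant against sensitive cells. The DESeq2 Wald test gave 352 for LLL12 in sensitive cells and 503 for the difference, and the compared groups alone gave 1 for LLL12 in sensitive cells. With both doubted libraries left out, LLL12 in sensitive cells gave 6 genes and 7 lists and the difference 132 genes.

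Lists called with an estimated correlation numbered 0, 5, 1, 0 and 4 in the 5 comparisons, where unadjusted p-values under 0.05 were held by 7868, 4083, 3106, 2205 and 9292 genes, and fry called 20, 15, 8, 8 and 28. With single libraries left out, the genes called ranged from 1076 (without resistant LLL12 replicate 2) to 1406 (without resistant replicate 1) for LLL12 in resistant cells, from 6 (without sensitive replicate 3) to 5325 (without sensitive LLL12 replicate 2) in sensitive cells, from 97 (without sensitive replicate 1) to 2550 (without sensitive LLL12 replicate 2) for the difference, and from 391 (without resistant replicate 2) to 563 (without sensitive replicate 3) for reversed genes. Lists ranged from 2 (without sensitive LLL12 replicate 2) to 9 (without sensitive replicate 1) for LLL12 in sensitive cells and from 10 (without resistant LLL12 replicate 3) to 16 for LLL12-treated resistant against sensitive cells.

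The glycolysis list had a median of -0.16 for resistant against sensitive cells with GC correction and -0.17 with the block too, and for LLL12 in resistant cells of -0.0391 and -0.0393, ranging from -0.0093 (without resistant replicate 3) to 0.21 (without resistant LLL12 replicate 2) with a library left out. For resistant against sensitive cells, ABL1 was -0.0927 with GC correction, -0.0766 with the block too and -0.0849 to 0.42 with a library left out. STAT5A was -0.0662, -0.0699 and -0.0687 to 0.48 in these settings. HK1 was 0.0499 with total counts alone, and HK2 0.19, with 0.0342 under the filter of 5 CPM and -0.21 to 0.0367 with a library left out. STAT5B was 0.0419 with DESeq2 size factors, 0.26 with total counts alone, 0.042 with the Wald test, 0.0668 without a filter, 0.11 with the filter of 5 CPM, 0.0344 with the compared groups alone, 0.0306 without both doubted libraries, 0.055 without rRNA genes, 0.13 after thinning and -0.16 to 0.17 with a library left out. For LLL12 in resistant cells, ABCB1 was 0.83 after thinning, CPT1B -0.13 with GC correction, -0.11 with the block too and -0.21 to 0.50 with a library left out, ABL1 -0.43 to 0.0481 and STAT5A -0.39 to 0.13 with a library left out.

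The replicate block gave 6513 genes for resistant against sensitive cells, where beyond LDHA and CS it changed no call of a named gene, 2106 for LLL12 in resistant cells, 60 in sensitive cells, 233 for the difference, 8369 for LLL12-treated resistant against sensitive cells and 748 reversed genes. In every comparison, the first included, the labels give the libraries only a number to share. Deviations of equal numbers correlated by 0.360, -0.0475 and 0.378 between resistant cells with and without LLL12. They correlated by 0.0345, -0.162 and 0.275 between sensitive and LLL12-treated resistant cells, and by 0.0741 and -0.303 between sensitive cells with and without LLL12.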

Other observations

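Single genes of other groups differed between LLL12-treated and untreated resistant K562. IL10RA, which encodes a receptor for interleukin-10, rose (log2 fold change 4.04 ± 0.22, adjusted p = 1.53e-06 by edgeR's quasi-likelihood test). The cytokine receptor list did not pass (3 higher and 2 lower of 31, 4 and 3 adjusted over the list alone, camera adjusted p = 0.771). Higher too were the stress kinase gene SGK1 (2.72 ± 0.20, adjusted p = 8.89e-06), the stem cell factor receptor gene KIT (3.58 ± 0.42, adjusted p = 1.97e-04) and the guanylate-binding gene GBP2 (3.06 ± 0.22, adjusted p = 8.66e-06). The ferritin genes FTL (1.69 ± 0.24, adjusted p = 7.25e-04) and FTH1 (1.19 ± 0.20, adjusted p = 0.00219) rose, though FTH1 shares reads with its pseudogenes. The iron list did not pass (4 higher and 4 lower of 18, and as many adjusted over the list alone, camera adjusted p = 0.338). The prolyl hydroxylase gene P4HA2 (2.63 ± 0.24, adjusted p = 4.00e-05) rose with 2 others of the hypoxia list (3 higher and 1 lower of 19, 4 and 2 adjusted over the list alone, not called as a list, camera adjusted p = 0.843). Resistant cells before treatment had more of the phosphatase gene PTPN6 (5.66 ± 0.30, adjusted p = 1.07e-07) and the insulin receptor gene INSR (2.43 ± 0.24, adjusted p = 1.21e-05). They had less of the interleukin-4 receptor gene IL4R (-6.52 ± 0.49, adjusted p = 1.35e-06) and the cell-cycle inhibitor gene CDKN1C (-3.60 ± 0.38, adjusted p = 2.18e-05).

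Markers of other cell types moved in both directions. The epithelial adhesion gene EPCAM, expressed by some leukemia lines, fell from 77.0 ± 11.3 to 0.119 ± 0.0501 CPM in resistant cells (-9.24 ± 0.42, adjusted p = 3.42e-08), and CD3D was lower by a ratio of 454, 95% CI 80.8 to 17976. The leukocyte phosphatase gene PTPRC stood at 128 ± 18.9 and 229 ± 51.7 CPM (0.84 ± 0.29, adjusted p = 0.0496), a call lost without sensitive replicate 1, 2 or 3 (adjusted p = 0.0897, 0.146 and 0.0657) or resistant replicate 1, 2 or 3 (adjusted p = 0.0605, 0.0803 and 0.0982). Of the monocytic markers tested, 3 of 5 were higher in resistant cells, among them ITGAM (6.04 ± 0.32, adjusted p = 1.02e-07) and the receptor gene CSF1R (1.63 ± 0.39, adjusted p = 0.00889). The other, the lysozyme gene LYZ (0.85 ± 0.28, adjusted p = 0.0398), lost its call without sensitive replicate 1 or 2 (adjusted p = 0.0929 and 0.116) or resistant replicate 2 or 3 (adjusted p = 0.0922 and 0.0710). Of the lymphoid ones 2 of 4 were higher and 1 lower, of the epithelial ones 1 of 3 was lower, and the fibroblast gene DCN, the 1 tested, was higher (3.08 ± 0.45, adjusted p = 3.29e-04). With LLL12 in resistant cells CD68 (6.02 ± 0.81, adjusted p = 5.61e-04), CD3D (a ratio 598, 95% CI 107 to 23669), CSF1R (3.07 ± 0.31, adjusted p = 6.34e-05) and the keratin gene KRT19 (2.21 ± 0.26, adjusted p = 1.84e-04) rose.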
